# Effect of BRCA1 on the Concurrent Chemoradiotherapy Resistance of Cervical Squamous Cell Carcinoma Based on Transcriptome Sequencing Analysis

**DOI:** 10.1155/2020/3598417

**Published:** 2020-06-21

**Authors:** Xin Wen, Shui Liu, Manhua Cui

## Abstract

**Background:**

Cervical squamous cell carcinoma (CSCC) is the main pathological type of cervical cancer, accounting for 80%–85% of cervical cancer. Owing to concurrent chemoradiotherapy (CCRT) resistance in a subset of CSCC patients, the treatment response is often unsatisfactory. Identifying predictors and therapeutic targets related to cisplatin-based CCRT resistance in CSCC is critical.

**Methods:**

We reanalyzed GSE56363, an mRNA dataset from the GEO database with 21 patients with locally advanced CSCC, to identify differentially expressed genes (DEGs) related to CCRT resistance. The hub genes were screened from the protein-protein interaction network of DEGs using cytoHubba plug-in of Cytoscape software. Transcriptome sequencing technology was used to compare differential expression between SiHa cells overexpressing BRCA1 compared with control SiHa cells. Functional annotation for DEGs and gene set enrichment analysis (GSEA) was performed to identify DEG-enriched relative signaling pathways to examine the molecular mechanisms of BRCA1 in CCRT resistance of CSCC. qPCR was used to verify the expression of key genes in SiHa/DDP cells.

**Results:**

A total of 609 DEGs including 223 upregulated DEGs and 386 downregulated DEGs were identified between the complete response to CCRT (CR) and noncomplete response to CCRT (NCR) CSCC patients based on the GSE56363 dataset. Ten hub genes with the highest degrees were identified via the plug-in CytoHubba in Cytoscape: BRCA1, CDCA8, ASPM, CDC45, RAD51, HMMR, CENPF, EXO1, DTL, and ZWINT genes, and BRCA1 ranked first. Through transcriptome sequencing analysis based on GSE141558, 1344 DEGs were identified in BRCA1-overexpressing SiHa cells, including 824 upregulated DEGs and 520 downregulated DEGs. GSEA results showed that CCRT-resistance related signaling pathways, such as the JAK/STAT signaling pathway and the WNT signaling pathway, were differentially enriched in BRCA1-expressing SiHa cells. STAT1, STAT2, and CCND1 were screened as the differentially expressed target genes of BRCA1 and may correlate with resistance of CSCC. qPCR results showed that only STAT1 was significantly increased in SiHa cells with GV230-BRCA1 plasmid transfection.

**Conclusion:**

BRCA1 overexpression in SiHa cells may upregulate STAT1 to activate the JAK/STAT signaling pathway, suggesting a mechanism for enhanced CCRT resistance.

## 1. Introduction

Cervical cancer (CC) ranks fourth for both incidence and mortality among cancers in women worldwide, and there were an estimated 570,000 new cases and 311,000 deaths related to CC in 2018 [1]. Cervical squamous cell carcinoma (CSCC) is the main pathological type of CC, accounting for 80%–85% of all CC cases. Approximately two-thirds of CSCC patients are diagnosed at medium or advanced stage, and the standard treatment is a concurrent chemoradiotherapy (CCRT) regimen consisting of cisplatin-based chemotherapy, external beam radiotherapy, and brachytherapy [2]. However, owing to CCRT resistance in a subset of patients, the treatment response is often unsatisfactory. Therefore, identifying efficient predictors and therapeutic targets related to CCRT is critical to improve the prognosis of CSCC patients.

With the rise of bioinformatics and high-throughput sequencing technologies, cancer development mechanisms, drug resistance, and prognosis can be better explained at the genetic level [3, 4]. These findings will contribute to understanding individual differences and tumor heterogeneity in cancer patients. These technologies have been applied to investigate predictors and therapeutic targets of radiotherapy and chemotherapy resistance in many tumor types [5–7]. However, relatively few studies have examined CCRT resistance in CSCC [8, 9].

The BRCA1 tumor suppressor responds to DNA damage by participating in DNA repair, mRNA transcription, cell cycle regulation, protein ubiquitination, and other cellular pathways [10, 11]. The DNA repair ability of damaged cells improves with increased intracellular BRCA1 expression, resulting in drug resistance. Multiple studies have shown that the expression level of BRCA1 gene in cancers is negatively correlated with the sensitivity to platinum drugs [12–14] and sensitivity to radiotherapy [15–17].

In the current study, we screened the differentially expressed genes (DEGs) related to CCRT resistance of CSCC and found that BRCA1 overexpression enhanced CCRT resistance in CSCC. Subsequently, we performed transcriptome sequencing to explore the potential mechanisms by which BRCA1 may enhance resistance in CSCC. Our findings may provide theoretical support and new strategies for the diagnosis and treatment of CSCC patients with CCRT resistance.

## 2. Materials and Methods

### 2.1. Identification of DEGs Related to CCRT Resistance in CSCC Based on the GEO Dataset

The GSE56363 database of CSCC patients was downloaded from the NCBI-GEO database [18]. The CSCC patients were treated by CCRT, and cisplatin-based treatments were used as chemotherapeutics. Patients were divided into two groups: complete response to CCRT (CR) and noncomplete response to CCRT (NCR). The DEGs between NCR and CR patients were reanalyzed using limma package in R [19]. False discovery rate (FDR) < 0.05 and ∣LogFoldChange(FC) | >1 were considered as the cut-off criterion.

### 2.2. Gene Ontology (GO) Enrichment Analysis and Construction of the Protein-Protein Interaction Network

We performed GO enrichment for the DEGs related to CCRT resistance in CSCC by clusterProfiler package [20]. The STRING database (https://string-db.org/) is an online resource that provides known direct and indirect protein-protein interaction (PPI). We mapped the DEGs to STRING [21] to reveal the PPI information and visualized the PPI network using Cytoscape 3.7.2 [22]. The combined scores (interaction scores) > 0.4 were considered as significant. We then analyzed the PPI network to screen the hub genes using the cytoHubba plug-in of Cytoscape software [23].

We selected the top 10 DEGs with the highest degrees for further analysis. The receiver operating characteristic (ROC) curves of the hub genes were generated by the pROC package in R [24]. The violin plots of the hub gene expression were developed by the ggplot2 package in R [25]. Heat maps of the hub gene expression were developed by the pheatmap package in R [26].

### 2.3. Cells, Cell Culture, and Plasmid Transfection

The SiHa human CSCC cell line was purchased from Cell Bank of the Chinese Academy of Sciences, and SiHa/DDP cells were purchased from Fenghui Bio-Technology Limited. The cells were cultured in DMEM medium (Gibco, USA) supplemented with 10% fetal bovine serum (Sangon, China) and 1% antibiotic-antimitotic solution (Gibco). The GV230-BRCA1 and GV230 plasmids were purchased from GeneChem (Shanghai, China). SiHa cells were transfected using Lipofectamine 3000 reagent (Invitrogen, USA) following the manufacturer's protocol. Transfected cells were incubated for 48 h before further analysis.

### 2.4. Reverse Transcription and Quantitative Real-Time PCR

Total RNA was extracted using TRIzol (Sangon, Shanghai, China) according to the manufacturer's protocols. The quantity and quality of RNA were measured using the NanoDrop 2000 spectrophotometer (Thermo Scientific, USA). qRT-PCR was performed using EasyScript® First-Strand cDNA Synthesis SuperMix (TransGen Biotech, Beijing, China) and 2x SG Fast qPCR Master Mix (Sangon Biotech, China) with the Roche LightCycler480 PCR system. The 2^-*ΔΔ*CT^ method was used to calculate relative expression. The primer sequences are listed in Table 1. Experiments were performed in triplicate.

### 2.5. Transcriptome Sequencing of mRNAs and Differential Expression Analysis

Sequencing libraries were produced using the Hieff NGS™ MaxUp Dual-mode mRNA Library Prep Kit for Illumina (YEASEN, Shanghai, China) based on the instructions from the manufacturer. First, total RNA was quantified using the Qubit 2.0 RNA Assay Kit (Life, USA) to determine the amount of total RNA added to the library construction. Purification and fragmentation of mRNA were performed using the mRNA Capture Beads and Frag/Prime buffer. Synthesis and purification of double-stranded DNA were conducted using 1st Strand Synthesis Reaction Buffer, 2nd Strand Synthesis Buffer, and Hieff NGS™ DNA Selection Beads before PCR. Amplification and purification of the library were performed by PCR method with the 2x Super Canace™ High-Fidelity Mix, primer mix, and Hieff NGS™ DNA Selection Beads. PCR products were collected and assessed using the Qubit2.0 DNA Test Kit (Life). Transcriptome sequencing was performed by Sangon Biotech Co. Ltd. (Shanghai, China). DEGs were detected by the negative binomial distribution test using the DESeq R package [27]. FDR < 0.05 and ∣LogFC | >1 were the cut-off criterion. Each group sample for transcriptome sequencing contained three biological replicates.

### 2.6. euKaryotic Ortholog Groups (KOG) Functional Annotation and Gene Set Enrichment Analysis (GSEA)

KOG is the NCBI annotation system based on the direct homologous relationship of genes, in which Clusters of Orthologous Groups of proteins (COG) are targeted at prokaryotes for eukaryotes. KOG currently has 4852 classifications and can be combined with evolutionary relationships to classify homologous genes from different species into different ortholog clusters.

To explore potential mechanisms underlying the effect of BRCA1 in CCRT resistance in CSCC, GSEA was performed to detect whether a priori defined set of genes showed statistically significant differential expression between the BRCA1 overexpression group and negative control group using Broad Institute software [28]. Gene sets with a nominal *P* value < 0.05 and FDR < 0.25 were considered significantly enriched.

Transcriptional Regulatory Relationships Unraveled by Sentenced-based Text mining Version 2.0 database (TRRUST) (https://www.grnpedia.org/trrust/) is a database based on the literature to reflect the relationship between transcriptional regulations [29]. To screen the mechanisms of BRCA1 in resistance in CSCC, we searched the targets of BRCA1 using the TRRUST Version 2 database.

### 2.7. Statistical Analysis

Statistical analysis was performed using GraphPad Prism 7.0 (GraphPad Software Inc., USA). FDR controlling was used to correct *P* values with the Benjamini Hochberg algorithm implemented in R 3.5.1 suite (Lucent Technologies). FDR < 0.05 and *P* value < 0.05 were considered statistically significant.

## 3. Results

### 3.1. Processing of Microarray Data and Identification of DEGs from the GEO Dataset

The GSE56363 dataset was normalized and the results are shown in Figure 1(a). A total of 21 CSCC patients at advanced stage including 9 NCR and 12 CR patients were analyzed. We obtained 609 DEGs including 223 upregulated DEGs and 386 downregulated DEGs in NCR patients compared with CR patients (Figure 1(b)).

### 3.2. GO Enrichment Analysis for DEGs

To obtain the function of the DEGs related to CCRT in CSCC, enrichment analysis of DEGs was performed using clusterProfiler in R. As shown in Table 2 and Figure 2, in the biological process group, the DEGs were most enriched in Response to virus. In the cellular component group, the DEGs were most enriched in the Integral component of lumenal side of endoplasmic reticulum membrane. In the molecular function group, the DEGs were most enriched in extracellular matrix structural constituent.

### 3.3. Construction of the PPI Network and Screening and Analysis of Hub Genes

The PPI of the DEGs was collected by STRING and visualized in Cytoscape software. We evaluated the degree and betweenness centrality in the PPI network through the CytoHubba plug-in and identified the top 10 hub genes with the highest degrees: BRCA1, CDCA8, ASPM, CDC45, RAD51, HMMR, CENPF, EXO1, DTL, and ZWINT (Figure 3). Among them, BRCA1 has the highest degrees. The ROC curves of the hub genes all indicated favorable diagnostic value in CSCC patients with CCRT resistance (Figure 4).

### 3.4. Validation of BRCA1 Expression

The qPCR results showed that the expression level of BRCA1 mRNA was significantly upregulated in SiHa/DDP cells compared with SiHa cells (Figure 5(a)). Furthermore, the expression level of BRCA1 was significantly increased in SiHa cell lines transfected with the GV230-BRCA1 plasmid (OV-BRCA1 group) compared with cells transfected with empty vector (NC group) (Figure 5(b)).

### 3.5. Identification and GO and KOG Enrichment of DEGs in SiHa Cells with BRCA1 Overexpression Plasmid Transfection

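SiHa is an established human cell line derived from a squamous cell carcinoma of the cervix. SiHa cells received the GV230-BRCA1 plasmid (OV-BRCA1 group) or the empty GV230 vector (NC group), and mRNA was sequenced 48 h after transfection in 3 samples of each group. The mRNA was purified with capture beads before fragmentation. The paper's Table S2 gives 37385286 to 44838834 reads per OV-BRCA1 sample (median 43701672) and 41257188 to 49169622 reads per NC sample (median 46637872), with Q30 percentages between 90.4% and 91.07%. The values the authors deposited are FPKM, which divides the fragments of a transcript by its length and by the mapped fragments of the sample, for 199167 transcripts of 58174 genes, and the files used here hold no counts. The depth behind the FPKM values was estimated from what 1 fragment is worth in genes with a single transcript. It came to 15.61, 16.09 and 13.64 M fragments in OV-BRCA1 samples 1, 2 and 3 and to 15.58, 18.15 and 19.12 M in NC samples 1, 2 and 3, which is 69.6% to 77.8% of the read pairs in Table S2. Only 33.0% to 38.1% of the low values fell within 0.1 of a whole number of fragments, so whole reads were not recovered and these depths remain estimates. The paper's text does not name the aligner, the annotation or the quantification tool. Of the transcripts, 198868 carry identifiers of GENCODE release 29, and 98.7% of these lie at the same position of the GRCh38 genome in both, so gene names and positions are given for that build.
FPKM values were summed over the transcripts of each gene, and the groups were compared on log2(FPKM + 1) with limma's moderated test with a mean-variance trend. On this scale the fold change of genes with low FPKM is understated. The test covered 16321 genes with an FPKM of at least 0.5 in at least 3 samples, a filter chosen after the values had been seen. DEGs were genes with a Benjamini-Hochberg adjusted p-value below 0.05 and an absolute log2 fold change above 1, the screening criterion of the paper. Across genes, which are not independent replicates, Pearson's r of log2(FPKM + 1) was 0.985 to 0.986 between samples of one group and 0.951 to 0.955 between samples of different groups. An exact two-sided permutation test of a single gene cannot go below 0.1 with 3 samples against 3.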

After removing reads with adapters, unknown nucleotides, and low-quality reads of sequencing, we acquired a total of 15.79 Gb clean data. The Q30 percentage of all samples was more than 90% (Table S1). The transcriptome sequencing data have been uploaded to the GEO database, and the accession number is GSE141558. We normalized the read count data using the FPKM method. 

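BRCA1 (ENSG00000012048, chromosome 17, 43044295 to 43170245) is the gene that was overexpressed. Its FPKM was 37.1 ± 3.18 (SD, n = 3) in the OV-BRCA1 group and 18.9 ± 3.56 (SD, n = 3) in the NC group, and every OV-BRCA1 sample lay above every NC sample. The log2 fold change was 0.95 (standard error 0.14, adjusted p = 0.00373 from limma with Benjamini-Hochberg adjustment), just below the fold change of the criterion. Single NC samples decided this call, since the log2 fold change was 1.00 without NC replicate 1, 0.80 without NC replicate 2 and 1.06 without NC replicate 3. The files divide BRCA1 over 30 transcripts. The 25 transcripts without an exon of at least 3000 bases summed to an FPKM of 35.0 ± 3.05 in the OV-BRCA1 group and 16.0 ± 4.77 in the NC group (SD, n = 3 each), whereas the 5 transcripts with such an exon summed to 2.13 ± 0.766 and 2.92 ± 1.52.
Between the groups, 651 DEGs were found among the 16321 genes tested, of which 472 were upregulated and 179 downregulated. In all 651 the samples of the groups did not overlap, which held for 50.8% of the tested genes where chance gives 10%. The adjusted p-value alone was passed by 5764 genes, 2674 higher and 3090 lower, so the fold change removed most of them. With a pseudocount of 0.1 in place of 1 the number was 1280 DEGs, and with voom on estimated fragments, chosen after the values had been seen, it was 1359.
Among DEGs with a mean FPKM of at least 1, the largest rise was that of RN7SL2 (chromosome 14, 49862550 to 49862849), from an FPKM of 5.88 ± 3.36 to 169 ± 29.0 (SD, n = 3), a log2 fold change of 4.72. RN7SL2 encodes a signal recognition particle RNA without a poly(A) tail and has the near-identical copy RN7SL1, so reads could be split between them. RMRP (log2 fold change 4.40), RSAD2 (4.36), AC093001.1 (4.26) and CXCL8 (4.22) followed. RMRP also lacks a poly(A) tail, and in the NC samples it stood at 0, 0.626 and 1.29 FPKM. RSAD2 and AC093001.1 overlap other genes on the opposite strand, and whether the quantification used the strand is not stated. The largest falls were those of AC026954.2 (log2 fold change -3.05), CRIP2 (-2.52), LINC02593 (-2.50), SAMD11 (-2.36) and ARHGAP33 (-2.33). AC026954.2 overlaps GPS2 and NEURL4 on the same strand, so its value is uncertain. SAMD11 and ARHGAP33 overlap genes on the opposite strand. With the most abundant transcript of a gene tested in place of the sum, the CRIP2 log2 fold change (adjusted p = 0.102 from limma with Benjamini-Hochberg adjustment) and the SAMD11 log2 fold change (0.418) no longer passed the criterion.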

Using FDR < 0.05 and ∣LogFC | >1 as the screening criterion in the process of gene identification, the transcriptome sequencing analysis identified 1344 DEGs between the OV-BRCA1 and NC groups, including 824 upregulated DEGs and 520 downregulated DEGs (Table S2).

The enrichment analysis results showed that in the biological process group, the DEGs were most enriched in response to virus; in the cellular component group, the DEGs were most enriched in the nucleosome; and in the molecular function group, the DEGs were most enriched in transferase activity transferring pentosyl groups Table 3 and Figure 6).

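The gene sets behind these terms were not used here, and gene lists written from general knowledge were tested in their place with camera of limma, whose adjusted p-values are Benjamini-Hochberg values over 13 lists. For the response to virus, all 66 interferon-stimulated genes were higher in the OV-BRCA1 group, with a median log2 fold change of 1.88 (camera adjusted p = 2.75e-47), and 55 of them were upregulated DEGs. All 66 had an adjusted p-value below 0.05 both over all genes tested and adjusted over the list alone. Of the list, IFIT1 rose from an FPKM of 68.1 ± 1.05 to 977 ± 20.0 (SD, n = 3), IFIT3 from 25.7 ± 0.169 to 452 ± 4.88 and IFIT2 from 14.3 ± 0.346 to 248 ± 7.03. Testing each transcript on its own moved the median most, to 1.03 over the transcripts of the list.
For the nucleosome, 52 of 62 core histone genes were higher, with a median log2 fold change of 0.82 (camera adjusted p = 2.97e-16). Of these 62 genes, 20 were upregulated DEGs and none was a downregulated DEG, and 48 had an adjusted p-value below 0.05 over all genes tested against 52 adjusted over the list alone. HIST1H4H rose by 2.25 on the log2 scale, HIST2H4A by 1.68 and HIST1H2AC by 1.44. The main mRNA of the clustered histone genes has no poly(A) tail, so their values depend on how the mRNA was captured, and near-identical copies can share reads. For the transfer of pentosyl groups, which includes the ADP-ribosyltransferases, 12 of 16 genes of the PARP family were higher, with a median log2 fold change of 0.38 (camera adjusted p = 4.35e-04). Of these, 11 had an adjusted p-value below 0.05, 9 of them higher and 2 lower, with the same number adjusted over the list alone, and 6 were upregulated DEGs, among them PARP14 (log2 fold change 1.70), PARP9 (1.68) and ZC3HAV1 (1.21). PARP9, PARP12 and PARP14 are also in the list of interferon-stimulated genes, so the rise of the PARP family is not separate from theirs.
Camera was run with a preset correlation of 0.01 between genes and called 8 of the 13 lists. With the correlation estimated from the samples 7 of the 8 held, the exception being the SREBP target list, and under fry all 8 held.

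**Figure D1:**
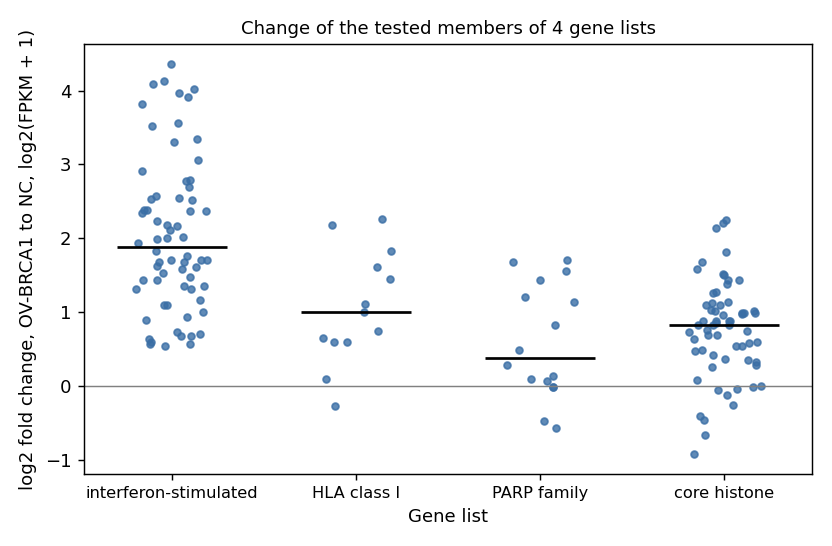
Log2 fold change between the OV-BRCA1 and NC groups, on the log2(FPKM + 1) scale of the vertical axis, for each tested gene (points) of 4 gene lists, with the median of each list as a bar. The medians are 1.88 for the interferon-stimulated genes, 1.00 for the HLA class I genes, 0.38 for the PARP family and 0.82 for the core histone genes. TAP1 and TAP2 of the HLA class I list and PARP9, PARP12 and PARP14 of the PARP family are also points of the interferon-stimulated list.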

We also performed KOG annotation to reveal the function distribution of the DEGs to clarify the embodiment of sample differences in gene function. The results of the DEGs classified on the KOG system are shown in Figure 7.

### 3.6. GSEA Identifies a Cisplatin Resistance-Related Signaling Pathway

GSEA results revealed a positive correlation of the DEGs in the OV-BRCA1 group with CCRT resistance-related signaling pathways, such as the WNT signaling pathway and the JAK/STAT signaling pathway (Figures 8(a), 8(b), 8(d), and 8(e)). 

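The pathway sets of the GSEA were not used here, and lists of JAK/STAT and WNT pathway genes written from general knowledge took their place. Of 154 genes of the JAK/STAT list, 84 were tested, and 53 of them were higher and 31 lower in the OV-BRCA1 group. The median log2 fold change was 0.13 and the adjusted p-value 4.35e-04 (camera of limma, Benjamini-Hochberg over 13 lists), with the same call under an estimated correlation, fry and preranked GSEA. In this list 36 genes had an adjusted p-value below 0.05 over all genes tested, 29 higher and 7 lower, and 40 had one adjusted over the list alone. Without the filter on low values the median was 0.06, the lowest of all alternatives.
Of 150 genes of the WNT list, 105 were tested, and 58 were higher and 47 lower. The median log2 fold change was 0.04 and the adjusted p-value 0.198 (camera of limma, Benjamini-Hochberg over 13 lists), so no difference of the list as a whole from the other genes was found. Its adjusted p-value was 0.585 in preranked GSEA and 0.00363 under fry, which tests for a shift of the list in one direction on its own and not against the other genes. In the WNT list 37 genes had an adjusted p-value below 0.05, 21 higher and 16 lower, and the count adjusted over the list alone was also 37. With single transcripts tested in place of genes the median was -0.03.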

We intersected the key genes in the WNT and JAK/STAT signaling pathway based on the GSEA results and the DEGs from the BRCA1 overexpression group and obtained 5 key DEGs in the WNT signaling pathway and 14 key DEGs in the JAK/STAT signaling pathway. 

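By the same criterion, 11 genes of the JAK/STAT list were upregulated DEGs and none was a downregulated DEG. Among them were IL13RA2, IL11, LIF and IL7R. IL13RA2 (chromosome X, 115003975 to 115019977) rose from an FPKM of 2.75 ± 0.218 to 28.0 ± 1.17 (SD, n = 3), and LIF (chromosome 22, 30240447 to 30246851) from 8.93 ± 0.0998 to 46.6 ± 1.28. IL11 (log2 fold change 2.64) and IL7R (2.40) were of similar size. IL20, which is also legible in Figure 8, had a log2 fold change of 0.95 (adjusted p = 0.00286 from limma with Benjamini-Hochberg adjustment) and so stayed below the fold change of the criterion. It passed without OV-BRCA1 replicate 1 (1.01) and without NC replicate 2 (1.06).
In the WNT list 4 genes were DEGs, of which CCND1 and FOSL1 were upregulated and WNT5A and WNT6 downregulated. FOSL1 (chromosome 11, 65892049 to 65900573) rose from an FPKM of 17.1 ± 3.48 to 78.5 ± 12.8 (SD, n = 3). WNT6 (chromosome 2, 218859821 to 218874233) fell from 2.49 ± 0.505 to 0.498 ± 0.0191, and WNT5A from 99.5 ± 2.02 to 48.9 ± 0.583. The WNT5A log2 fold change was -1.01, at the edge of the criterion. It did not pass without NC replicate 2 (a fall of 0.995), with median-of-ratios scaling (-0.97) or with voom on estimated fragments (-0.96), the last 2 chosen after the values had been seen. The most abundant transcript of WNT5A had a log2 fold change of -1.90 and did not pass either (adjusted p = 0.251 from limma with Benjamini-Hochberg adjustment). WNT11 fell by 0.85 on the log2 scale (adjusted p = 0.0176 from limma with Benjamini-Hochberg adjustment) and FZD9 rose by 0.71, both below the fold change of the criterion. Without OV-BRCA1 replicate 3, WNT11 fell by 1.04, and without NC replicate 2 or NC replicate 3 its adjusted p-value was above 0.05 (0.0545 and 0.0514, limma with Benjamini-Hochberg adjustment). Of the 11 genes legible in Figure 8, 9 were higher and 2 were lower in the OV-BRCA1 group.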

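The FPKM of BRCA1 was 35.7, 40.8 and 34.9 in OV-BRCA1 samples 1, 2 and 3 and 20.1, 14.9 and 21.7 in NC samples 1, 2 and 3. For any gene that differs between the groups, the 6 samples therefore fall into clusters of 3, and a correlation over all of them restates the difference between the groups. A relation with BRCA1 within the groups was not tested, since a test on 3 samples each would be weak, and no coefficient is given. In these samples IL20 stood at 4.92, 5.15 and 6.16 against 1.92, 2.85 and 2.21 FPKM, and WNT11 at 1.93, 1.21 and 2.79 against 4.04 to 4.44 FPKM. All OV-BRCA1 samples were above all NC samples for CCND1, FOSL1, FZD9, IL20, IL13RA2, IL11, LIF and IL7R, and below them for WNT6 and WNT11.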

The correlation analysis indicated a strong positive correlation between BRCA1 and the key DEGs in the WNT and JAK/STAT signaling pathways (Figures 8(c) and 8(f)).

### 3.7. BRCA1 May Affect CCRT Resistance via the JAK/STAT Signaling Pathway

To more closely examine the mechanisms of BRCA1 in CCRT resistance in CSCC, we intersected the key genes in the WNT and JAK/STAT signaling pathway and target genes of BRCA1 based on the TRRUST database (Figure 9(a)). 

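STAT2 (ENSG00000170581, chromosome 12, 56341597 to 56360155) had an FPKM of 97.4 ± 4.08 against 50.8 ± 3.72 (SD, n = 3 each). Its log2 fold change of 0.93 (standard error 0.07, adjusted p = 2.18e-04 from limma with Benjamini-Hochberg adjustment) was larger than the spread between samples but below the fold change of the criterion. The most abundant transcript of STAT2 had a log2 fold change of 1.34. CCND1 (ENSG00000110092, chromosome 11, 69641087 to 69654474) had an FPKM of 4.39 ± 0.317 against 0.662 ± 0.074 (SD, n = 3 each), a log2 fold change of 1.70 (standard error 0.09, adjusted p = 5.91e-05 from limma with Benjamini-Hochberg adjustment). The NC values of CCND1 rest on an estimated 29.8 to 41.3 fragments per sample. With a pseudocount of 0.1 the CCND1 log2 fold change was 2.56, since a pseudocount of 1 compresses low values.

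**Figure D2:**
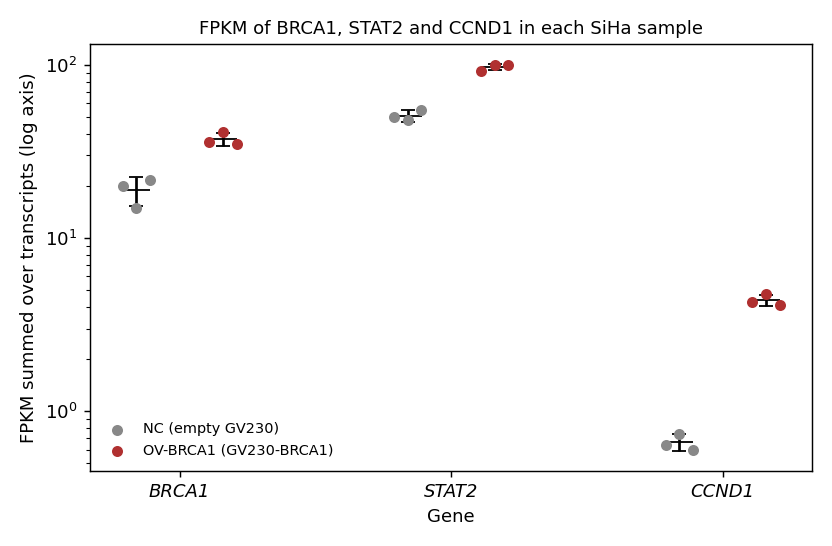
FPKM of BRCA1, STAT2 and CCND1 on a log axis, with one point per sample and the mean ± SD of each group of 3 samples. The OV-BRCA1 samples of CCND1 lie between 4.13 and 4.74 FPKM and the NC samples between 0.601 and 0.744.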

We found that BRCA1 may upregulate the expressions of STAT1, STAT2, and CCND1, three key genes in the JAK/STAT and WNT signaling pathway (Figure 9(b)). We performed qPCR verification, and the results showed that only STAT1 was significantly increased in SiHa cells with GV230-BRCA1 plasmid transfection (Figure 9(c)). These findings showed that overexpression of BRCA1 in CSCC cells may enhance resistance to CCRT through activating the JAK/STAT signaling pathway via upregulating STAT1.

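STAT2 belongs to the 66 interferon-stimulated genes tested, and 55 genes of that list changed more than STAT2 in the OV-BRCA1 group. The interferon gene IFNL1 (chromosome 19, 39296325 to 39298673) stood at 3.76, 2.68 and 2.29 FPKM in OV-BRCA1 samples 1, 2 and 3 and was listed at 0 in all NC samples. IFNB1 (chromosome 9, 21077105 to 21077963) stood at 0.686, 0.774 and 0.479 FPKM against 0.143, 0.064 and 0, too low for the filter on low values. GAPDH, the reference gene of the qPCR, showed no detectable difference between the groups in the sequencing data (log2 fold change 0.03, adjusted p = 0.586 from limma with Benjamini-Hochberg adjustment). From the overlap of pathway genes, DEGs and BRCA1 targets, followed by the qPCR in Figure 9(c), the paper proposes that BRCA1 acts on resistance to CCRT by activating the JAK/STAT signaling pathway.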

## 4. Discussion

CCRT is the standard therapy for locally advanced CSCC; however, the development of intrinsic or acquired CCRT resistance dramatically decreases its clinical effectiveness. To investigate efficient biomarkers that could predict the response to CCRT and serve as potential therapeutic targets for CSCC patients, we performed comprehensive analysis of resistance in CSCC based on a GEO dataset and transcriptome sequencing. First, we reanalyzed the GSE56363 dataset and identified 609 DEGs including 223 upregulated DEGs and 386 downregulated DEGs between NCR and CR patients [18]. We performed GO enrichment for DEGs related to resistance in CSCC and identified 10 hub genes with the highest degrees from the PPI network, including BRCA1, CDCA8, ASPM, CDC45, RAD51, HMMR, CENPF, EXO1, DTL, and ZWINT genes. We next performed transcriptome sequencing of SiHa cells transfected with GV230-BRCA1 or GV230 plasmid and performed functional annotation for DEGs based on GO and KOG database. Finally, we performed GSEA to identify CCRT resistance related signaling pathways to investigate potential molecular mechanisms of resistance in CSCC. STAT1, STAT2, and CCND1 were selected as the differentially expressed target genes of BRCA1 in the WNT and JAK/STAT signaling pathway and may correlate with the CCRT resistance of CSCC.

BRCA1 (BRCA1 DNA repair associated) is a tumor suppressor gene and related to hereditary breast and ovarian cancer. BRCA1 plays a pivotal role in homologous recombination-based DNA repair and functions in both cell cycle checkpoint control and maintenance of genomic stability [30]. Genomic instability caused by DNA repair defect after BRCA1 deletion may lead to tumorigenesis [31, 32]; however, it was also because of DNA repair defect in BRCA1-deficient cells, DNA damage caused by platinum-based chemotherapy or radiation may be substantially enhanced [33–35]. Gao et al. found that advanced or metastatic esophageal squamous cell carcinoma patients with low BRCA1 mRNA expression had increased response rate to cisplatin-based chemotherapy or chemoradiotherapy [36]. For breast cancer and ovarian cancer patients, BRCA1 mutations also increased chemosensitivity and/or radiosensitivity [37, 38]. Our study showed that the expression level of BRCA1 was higher in CSCC resistant to CCRT than that in CSCC sensitive to CCRT by bioinformatics analysis and qPCR verification. ROC curves showed that BRCA1 showed a high diagnostic value in CSCC patients with CR to CCRT, which demonstrated that BRCA1 might be correlated with the sensitivity of CC cells to CCRT.

Through the analysis of our sequencing results, we found that STAT1, STAT2, and CCND1 were upregulated in SiHa cells with BRCA1 overexpression, and these findings might reveal part of the mechanisms by which BRCA1 affects sensitivity to chemoradiotherapy in CSCC. Previous studies found that BRCA1 is required for the upregulation of STAT1 and STAT2, and they play a synergistic role in the differential regulation of IFN-gamma target genes [39, 40]. In breast cancer patients who are BRCA1 mutation carriers, CCND1 expression was significantly reduced [41]. These findings are consistent with our results, demonstrating that BRCA1 expression is positively correlated with STAT1, STAT2, and CCND1. STAT1 and STAT2 are important components of the JAK/STAT pathway, and continued activation of the JAK/STAT signal is associated with tumor progression [42, 43]. CCND1 is often overexpressed in tumors, and its expression is positively correlated with activation of the JAK/STAT pathway [44]. In addition, studies showed the JAK/STAT pathway played a crucial role in cisplatin resistance of CC [45, 46]. Furthermore, our qPCR validation revealed that STAT1 was upregulated in SiHa cells overexpressing BRCA1 in our study. We speculated that BRCA1 may increase the sensitivity of CSCC patients to cisplatin-based CCRT by upregulating STAT1 to activate the JAK/STAT pathway.

## 5. Conclusion

Our work analyzed transcriptome-related changes in CCRT-resistant CSCC patients and SiHa cells based on GEO dataset analysis and transcriptome sequencing. We found that BRCA1 may enhance the sensitivity of CSCC patients to cisplatin-based CCRT by upregulating STAT1 to activate the JAK/STAT pathway. These findings may provide new therapeutic strategies to overcome intrinsic or acquired CCRT resistance in CSCC. Additional studies are needed to further elucidate the specific mechanism of BRCA1 in CCRT resistance of CSCC.

## Figures and Tables

**Figure 1:**
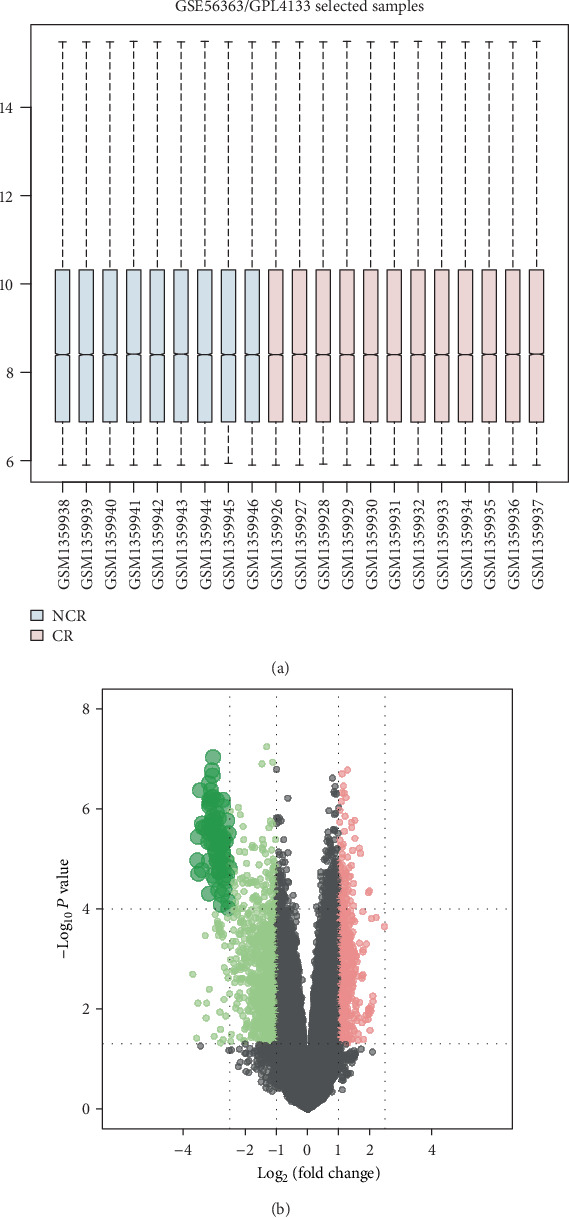
Processing of microarray data and identification of DEGs. (a) Boxplot of normalized expression values for GSE56363. The dotted line in the middle of each box represents the median of each sample, and its distribution among samples indicates the level of normalization of the data, with a straight line revealing a fair normalization level. (b) Volcano plot of DEGs based on GSE56363. The upregulated DEGs in NCR CSCC patients were signed in red, and downregulated DEGs were signed in green.

**Figure 2:**
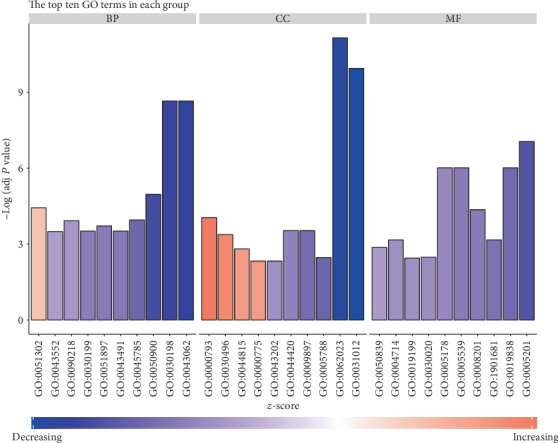
GO enrichment analysis of DEGs. The top 10 GO terms in each group were ranked by adjusted *P* value. The gradual color represents the *z*-score.

**Figure 3:**
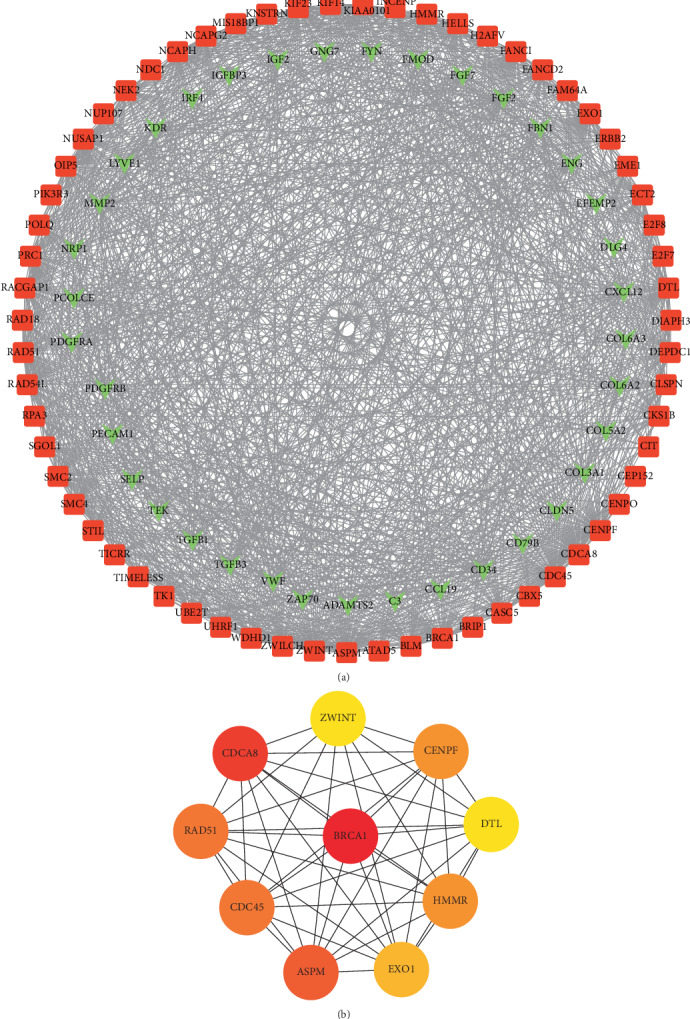
PPI networks. (a) PPI network of top 100 DEGs with the highest degrees. Red nodes denote upregulated genes, while green nodes denote downregulated genes. (b) PPI network of the hub genes. The gradual color represents the degree value.

**Figure 4:**
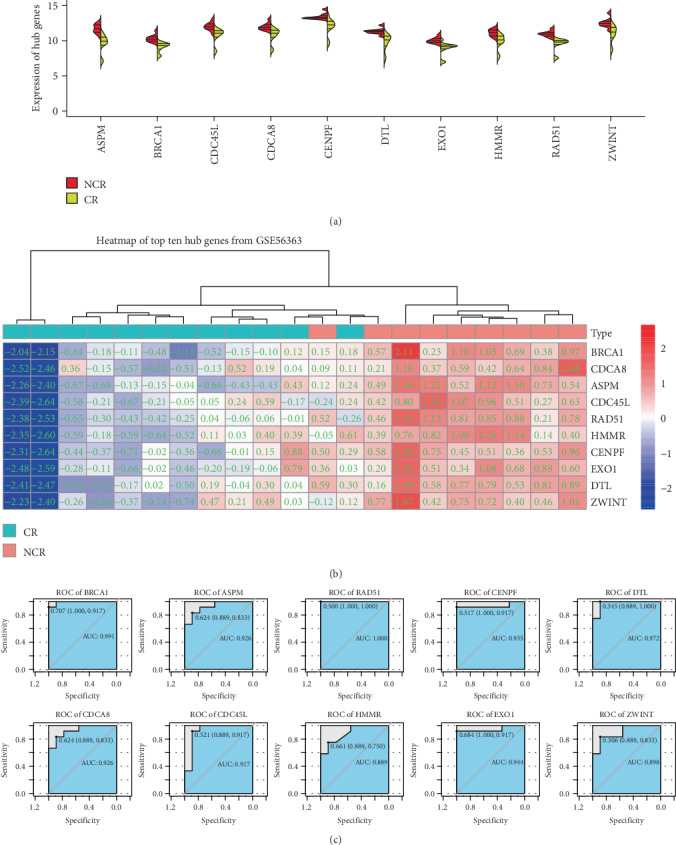
Comprehensive analysis of the hub genes. (a) Violin plots for different expressions of the hub genes between NCR and CR patients. (b) Heat maps of the hub genes in CSCC. (c) ROC curves of the hub genes sorted by AUC. NCR: noncomplete response; CR: complete response; ROC: receiver operating characteristic; AUC: area under the curve.

**Figure 5:**
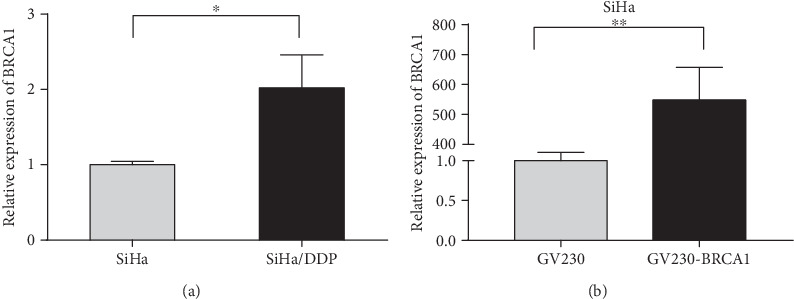
qRT-PCR. (a) The expression of BRCA1 by qRT-PCR between the SiHa/DDP group and the SiHa group. (b) The expression of BRCA1 in the SiHa cell with GV230-BRCA1 or GV230 transfection. ∗*P* < 0.05, ∗∗*P* < 0.01.

**Figure 6:**
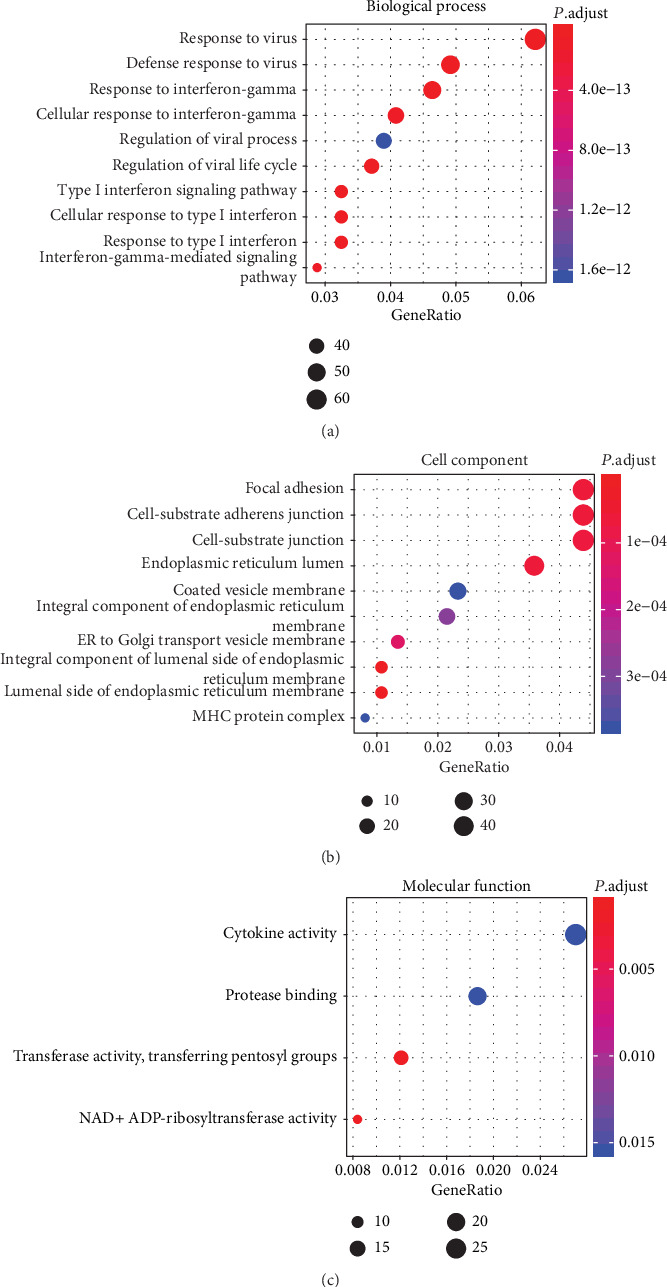
Dot plots for GO enrichment analysis of DEGs between the OV-BRCA1 and NC groups. (a) Dot plot of the top 10 GO terms in the biological process group. (b) Dot plot of the top 10 GO terms in the cell component group. (c) Dot plot of the top 4 GO terms in the molecular function group. The gradual color of the dots indicates the adjusted *P* value, and the size of the dots indicates the number of genes in the dot plots.

**Figure 7:**
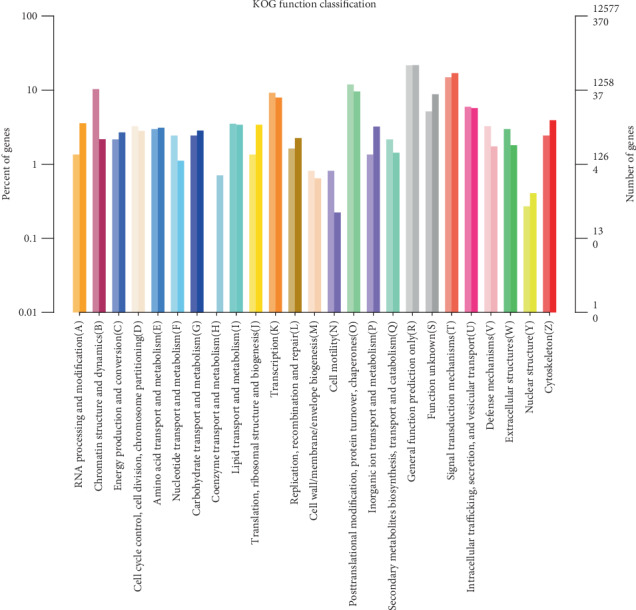
Functional classification of euKaryotic Ortholog Groups (KOG) database on DEGs. The *x*-axis shows the contents of KOG, the left *y*-axis shows the percent of genes, and the right *y*-axis shows the number of genes in the classification.

**Figure 8:**
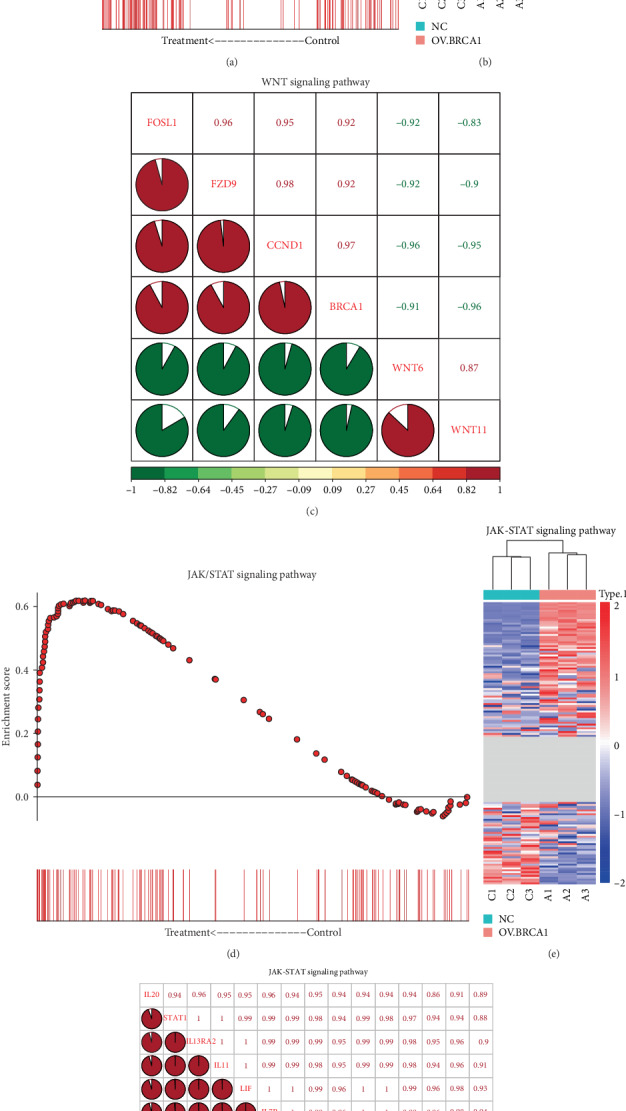
Comprehensive analysis of the WNT and JAK/STAT signaling pathway. (a, d) Enrichment plot of the WNT and JAK/STAT signaling pathway from GSEA. (b, e) The heat map of genes in the WNT and JAK/STAT signaling pathway based on high-throughput sequencing data. (c, f) The relationship between BRCA1 and the key DEGs in the WNT and JAK/STAT signaling pathway.

**Figure 9:**
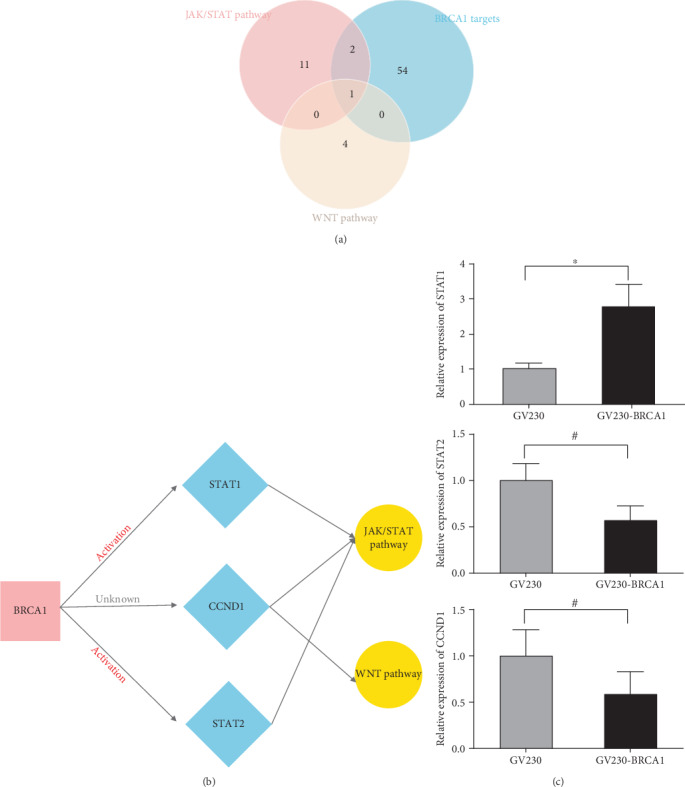
Screening of BRCA1-related CCRT resistance mechanisms in CSCC. (a) The Venn analysis of differentially expressed target genes of BRCA1. (b) The potential regulatory network of BRCA1 in the CCRT resistance of CSCC. (c) The expression of STAT1, STAT2, and CCND1 by qRT-PCR in the SiHa cell with GV230-BRCA1 or GV230 transfection.

**Table 1:** Primer sequences used for qRT-PCR amplification.

Primer	Sequences
BRCA1	5′-GACAGTCAGCCGCATCTTCT-3′
	5′-ACCAAATCCGTTGACTCCGA-3′
STAT1	5′-ATCAGGCTCAGTCGGGGAATA-3′
	5′-TGGTCTCGTGTTCTCTGTTCT-3′
STAT2	5′-CCAGCTTTACTCGCACAGC-3′
	5′-AGCCTTGGAATCATCACTCCC-3′
CCND1	5′-GCTGCGAAGTGGAAACCATC-3′
	5′-CCTCCTTCTGCACACATTTGAA-3′
GAPDH	5′-GACAGTCAGCCGCATCTTCT-3′
	5′-ACCAAATCCGTTGACTCCGA-3′

**Table 2:** The significantly enriched analysis of DEGs in NCR CSCC patients.

Category	Term	Description	Adjusted *P* value	Count
BP	GO:0009615	Response to virus	2.19*E* − 17	67
BP	GO:0060337	Type I interferon signaling pathway	2.19*E* − 17	35
BP	GO:0071357	Cellular response to type I interferon	2.19*E* − 17	35
BP	GO:0034340	Response to type I interferon	1.36*E* − 16	35
BP	GO:0034341	Response to interferon-gamma	4.28*E* − 16	50
BP	GO:0051607	Defense response to virus	1.64*E* − 15	53
BP	GO:1903900	Regulation of viral life cycle	1.02*E* − 14	40
BP	GO:0071346	Cellular response to interferon-gamma	8.74*E* − 14	44
BP	GO:0060333	Interferon-gamma-mediated signaling pathway	1.01*E* − 13	31
BP	GO:0050792	Regulation of viral process	1.64*E* − 12	42
CC	GO:0071556	Integral component of lumenal side of endoplasmic reticulum membrane	7.23*E* − 06	12
CC	GO:0098553	Lumenal side of endoplasmic reticulum membrane	7.23*E* − 06	12
CC	GO:0005925	Focal adhesion	6.34*E* − 05	49
CC	GO:0005924	Cell-substrate adherens junction	6.34*E* − 05	49
CC	GO:0005788	Endoplasmic reticulum lumen	6.34*E* − 05	40
CC	GO:0030055	Cell-substrate junction	6.90*E* − 05	49
CC	GO:0012507	ER to Golgi transport vesicle membrane	1.29*E* − 04	15
CC	GO:0030176	Integral component of endoplasmic reticulum membrane	2.83*E* − 04	24
CC	GO:0042611	MHC protein complex	3.75*E* − 04	9
CC	GO:0030662	Coated vesicle membrane	3.75*E* − 04	26
MF	GO:0005201	Extracellular matrix structural constituent	8.84*E* − 08	22
MF	GO:0019838	Growth factor binding	9.67*E* − 07	19
MF	GO:0005539	Glycosaminoglycan binding	9.67*E* − 07	24
MF	GO:0005178	Integrin binding	9.67*E* − 07	18
MF	GO:0008201	Heparin binding	4.38*E* − 05	18
MF	GO:0004714	Transmembrane receptor protein tyrosine kinase activity	6.88*E* − 04	10
MF	GO:1901681	Sulfur compound binding	6.88*E* − 04	20
MF	GO:0050839	Cell adhesion molecule binding	1.36*E* − 03	30
MF	GO:0030020	Extracellular matrix structural constituent conferring tensile strength	3.32*E* − 03	7
MF	GO:0019199	Transmembrane receptor protein kinase activity	3.55*E* − 03	10

**Table 3:** The significantly enriched analysis of DEGs between OV-BRCA1 and NC SiHa cells.

Category	Term	Description	Adjusted *P* value	Count
BP	GO:0051607	Defense response to virus	4.34*E* − 25	50
BP	GO:0009615	Response to virus	1.13*E* − 24	57
BP	GO:0060337	Type I interferon signaling pathway	2.42*E* − 19	29
BP	GO:0071357	Cellular response to type I interferon	2.42*E* − 19	29
BP	GO:0034341	Response to interferon-gamma	7.82*E* − 19	40
BP	GO:0071346	Cellular response to interferon-gamma	7.98*E* − 19	38
BP	GO:0034340	Response to type I interferon	7.98*E* − 19	29
BP	GO:0060333	Interferon-gamma-mediated signaling pathway	4.05*E* − 17	27
BP	GO:1903900	Regulation of viral life cycle	1.13*E* − 15	31
BP	GO:0048525	Negative regulation of viral process	8.16*E* − 15	25
CC	GO:0000786	Nucleosome	2.38*E* − 11	31
CC	GO:0044815	DNA packaging complex	1.05*E* − 10	31
CC	GO:0032993	Protein-DNA complex	3.98*E* − 07	36
CC	GO:0071556	Integral component of lumenal side of endoplasmic reticulum membrane	4.23*E* − 06	12
CC	GO:0098553	Lumenal side of endoplasmic reticulum membrane	4.23*E* − 06	12
CC	GO:0005788	Endoplasmic reticulum lumen	4.81*E* − 05	41
CC	GO:0005925	Focal adhesion	8.43*E* − 05	49
CC	GO:0000788	Nuclear nucleosome	8.43*E* − 05	12
CC	GO:0005924	Cell-substrate adherens junction	9.24*E* − 05	49
CC	GO:0030055	Cell-substrate junction	1.10*E* − 04	49
MF	GO:0016763	Transferase activity transferring pentosyl groups	1.26*E* − 03	13
MF	GO:0003950	NAD+ ADP-ribosyltransferase activity	1.26*E* − 03	9
MF	GO:0002020	Protease binding	1.54*E* − 02	20
MF	GO:0005125	Cytokine activity	1.54*E* − 02	29

## Data Availability

The following information was supplied regarding data availability. The transcriptome sequencing data has been uploaded to the GEO database, and the accession number is GSE141558. Expression profiles of GSE56363 in the manuscript were downloaded from NCBI-GEO (https://www.ncbi.nlm.nih.gov/gds).

# Supplementary material for: Effect of BRCA1 on the Concurrent Chemoradiotherapy Resistance of Cervical Squamous Cell Carcinoma Based on Transcriptome Sequencing Analysis
**Source:** Biomed Res Int. 2020 Jun 21;2020:3598417. doi: 10.1155/2020/3598417
**Supplement:** Supplementary Materials — Table S1: differentially expressed genes in the BRCA1 overexpression group compared with control group. Table S2: summary of sequencing data.

Table S1: differentially expressed genes in the BRCA1 overexpression group compared with control group.

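The supplement lists genes by symbol only, and the copy used here holds the downregulated DEGs, 520 of the paper's 1344 DEGs. Of the 520 symbols, 517 were matched to a gene of the files, older symbols included, and 514 passed the filter on low values. In the FPKM values summed per gene, 469 of these 514 genes were lower and 45 higher in the OV-BRCA1 group. The criterion was passed downward by 96 and upward by 1. With a pseudocount of 0.1, 139 passed it downward. When each transcript was tested on its own, 258 of the genes had at least 1 transcript past the criterion downward.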

| DEGs | Gene symbol |
| --- | --- |
| Downregulated DEGs | TFAP2A, ENO3, TMEM59L, REEP4, THAP8, METTL17, CDK2, BAG1, SURF1, AC099676.1, CCL28, CYR61, SCD, NRM, AFG3L1P, HDGF, HOXA7, COL1A1, SF3A2, LRRC14, SLC22A17, FAM167B, PBXIP1, YBEY, KIF22, TACC3, UBA5, TRIM47, ATP5H, RHOT2, SRSF1, CALM2, PIGZ, PACS2, LZTR1, ACTA2, PROS1, GSTK1, AC011498.8, EIF1, VAMP1, PIH1D1, AC133919.2, PARP6, TSEN54, USP32P3, PPP6R2, ZBED5-AS1, RPS11, CDKN2B, PLEKHH3, NOTUM, KRT17, DGCR6, NAPG, FBXO2, BRICD5, SGK1, AC109326.1, SYT12, NDUFC1, TBC1D9B, RAD51-AS1, NPC2, SRRM2, AL691432.1, AC233723.2, C11orf86, ANKRD9, LRRC61, AC132008.2, HMGXB3, IDI1, PTPA, SLC25A3, ARHGEF1, KAT2A, AKR1B1, RPL13, TMSB4X, AC004656.1, H2AFV, DDB2, AC132812.1, PIEZO1, SHMT1, AC093323.3, ACAP3, KIF18B, CYP27C1, CDK10, ELMOD3, IK, BRAT1, CRISPLD2, AC025259.3, MYO9B, NPIPA5, CDCA3, UBXN6, ARHGAP11B, TYMSOS, RNF208, AC004908.2, MFSD12, AC145207.5, PDK2, ANXA5, ANKLE2, QTRT1, SGSM3, WNT5A, IGFL2-AS1, ZNF76, AC008735.4, CLEC16A, SLF2, AC020916.1, ENKD1, LMNTD2, IL11RA, HSF4, SALL4, THBS1, OSGEPL1, DPP7, PLXNB1, PARP2, NOL3, SLC9A3-AS1, PRC1, AC145207.2, ERMARD, DROSHA, ZBED6CL, CTDSP1, CCNB1, CPOX, LMF2, SSBP3, CENPA, KCNK15, PDLIM4, NDUFA3, MAPK8IP3, NRBP2, UBE2C, WDR34, EHBP1L1, TUBG2, FAM160B2, AC084125.4, GSTP1, TINCR, SLC22A18, ARFGAP2, ETFB, CPSF1, TMSB15A, AC003102.1, POMT1, S100A6, IQGAP3, WASHC2C, RXRB, NDUFB4, SPAG5, TOP2A, WNT11, ZSCAN16-AS1, MLF2, NUB1, CLIP3, SNRNP200, FTH1, LCAT, TMEM80, AL645608.3, THBS3, TIMELESS, APLP1, TUBB3, DRD4, CCNG2, PHF19, AC018755.3, ID3, METTL26, MELTF-AS1, RPL36A-HNRNPH2, TNK2, POP4, SMIM4, YLPM1, DTX3, FDPS, ARNT, UROD, STAG3L5P, ARHGEF17, DBP, AP001542.3, TMA7, PSCA, TELO2, IP6K2, AC048382.2, ATP5G2, MRNIP, IGFL1P1, DYRK1B, BAMBI, TAF1C, ASXL1, TRIP10, M6PR, AP006284.1, AC027020.2, DGCR8, CPSF7, WDR90, PKD1, BTBD2, PHF8, MEGF6, C21orf58, ACTN4, FASN, COG4, TRIM45, KDM1A, RBL2, AL359513.1, TRAPPC6A, CC2D1A, FUK, WFDC21P, INPPL1, TMOD1, KIFC1, CTSF, BHLHE40, KCTD17, NUMA1, BMP1, TMEM14B, MORN4, PILRB, AC016773.1, SPIRE2, ATP13A1, CTSA, KRT8, EPB41L4A, CDC25B, UBAP2L, C19orf53, ZFYVE19, NUP93, CCS, CCNB2, DCBLD1, CCNL2, STXBP1, ABCC3, ILKAP, LAMTOR4, BRD8, MAOB, RGS11, AGFG2, CPT1B, STARD10, CRTC3, ANXA8, PIMREG, AL157392.3, PBX4, CD14, DNMT1, IFT122, CTSK, GTF3C5, AKR1C2, FADS3, RPS10, DDX39B, NAA38, AC110285.2, LENG8, FAM160A2, LAMB2, SNAI3-AS1, MVD, FAM122B, PTMS, CLIC3, MVB12A, LINC01503, CLASRP, MTX2, FAM173B, C16orf59, EMP1, RCE1, CNTROB, OCIAD2, ENG, TMEM30A, CIT, GUSB, GTSE1, CDC20, UGT1A4, STRIP1, GAS2L1, TSC2, AC112484.2, PFN1, UCN, RBM5, CCDC130, CAT, KCNN4, LAMA5, LTBP3, BCAM, EIF3D, HMGN3, RUVBL1, SLC25A29, TRIM29, HR, UBTF, PLA2G4B, CD59, ABCA7, LIG1, EME1, TRAPPC12, MKNK1, TROAP, NUDT9, NPEPL1, ATF7IP2, PCYOX1L, SMPD4, TUBA4A, ATP6V1B1, KLHDC2, TRAFD1, MIA3, CEP164, LIN7B, TPT1P12, C7orf49, MUM1, CAPNS1, USP14, NEAT1, INTS1, PNPLA6, ISY1, PPP1R16A, CDKN1C, AL391069.2, WNT6, DGAT2, AGAP4, BCOR, RACGAP1, GAS2L3, HMGCS1, AL645608.7, TMEM44, PIF1, FOS, SREBF1, NARF, TTC4, TRAPPC6B, ALPP, DAG1, SCRN2, KRT10, DPF2, APOO, CDK2AP1, TUSC2, WHRN, RRM1, RNF123, SNHG11, AL645608.1, CYP24A1, BX284668.5, FBXL6, CDK5RAP1, DAXX, COPS7B, CDK16, PFKL, CCDC137, BLOC1S1, LINC01260, LMNA, NSMF, PPL, SPECC1, PPP1R10, KCNK15-AS1, MRFAP1L1, WDR60, ZDHHC16, CTSD, FTSJ1, VRK1, KMT5C, LY6E, MPDU1, SAMD11, DNAJA4, CFDP1, STX4, ATXN2, NFYC, LFNG, DDX49, NUSAP1, FAM118A, RPS20, NOMO2, SKIL, ZNF300, EHMT2, MAEA, QTRT2, UNC93B1, OXCT1, GLUL, TPD52L1, BAG6, RBP1, KPNA2, RARA, OSBPL7, POLR1D, TBC1D8, STAG3L3, CREB3, GOLGA1, DBI, DDX3X, DNM1L, NPTN, AC026954.2, HIVEP2, R3HDM1, PACSIN3, GIPC1, GRHPR, PAX8-AS1, TUBE1, SNORD14C, BIN1, ATP2A1-AS1, ACADVL, UVRAG, AGPAT1, LRRC8A, GORASP1, SIAE, VKORC1, TMEM184B, CDKN3, MYO18A, TAF6, ZNF692, ALDH16A1, UBE2V1, PRKACB, BAX, TMEM51, CYP26B1, LIMK1, FAIM, EIF4ENIF1, AOX1, FBXL12, HLCS, DNM1, NBPF15, LSM6, PABPC1L, IDH2, BIN3, TCHP, HES6, LIME1, PHLDB1, POLR2B, DHRS7, SMARCE1, GSN, COL6A1, SBNO2, CIRBP, NCOR2, RINT1, AKR1C3, ZNF83, YIPF3, DPAGT1, NUP107, AL132780.3, ACSS2, LINC00116, TSPYL2, ASAH1, RPS3A |

Table S2: Summary of sequencing data

|  | A1 | A3 | A2 | C1 | C2 | C3 |
| --- | --- | --- | --- | --- | --- | --- |
| Total Reads Count(#) | 44838834 | 37385286 | 43701672 | 41257188 | 46637872 | 49169622 |
| Total Bases Count(bp) | 6.73E+09 | 5.61E+09 | 6.56E+09 | 6.19E+09 | 7E+09 | 7.38E+09 |
| Average Read Length(bp) | 150 | 150 | 150 | 150 | 150 | 150 |
| Q10 Bases Count(bp) | 6.73E+09 | 5.61E+09 | 6.56E+09 | 6.19E+09 | 7E+09 | 7.38E+09 |
| Q10 Bases Ratio(%) | 100.00% | 100.00% | 100.00% | 100.00% | 100.00% | 100.00% |
| Q20 Bases Count(bp) | 6.46E+09 | 5.39E+09 | 6.3E+09 | 5.96E+09 | 6.75E+09 | 7.1E+09 |
| Q20 Bases Ratio(%) | 95.99% | 96.18% | 96.18% | 96.30% | 96.43% | 96.30% |
| Q30 Bases Count(bp) | 6.08E+09 | 5.08E+09 | 5.94E+09 | 5.62E+09 | 6.37E+09 | 6.7E+09 |
| Q30 Bases Ratio(%) | 90.40% | 90.61% | 90.68% | 90.80% | 91.07% | 90.83% |
| N Bases Count(bp) | 10230 | 8334 | 9479 | 9125 | 10513 | 10868 |
| N Bases Ratio(%) | 0.00% | 0.00% | 0.00% | 0.00% | 0.00% | 0.00% |
| GC Bases Count(bp) | 3.37E+09 | 2.79E+09 | 3.27E+09 | 3.09E+09 | 3.47E+09 | 3.68E+09 |
| GC Bases Ratio(%) | 50.15% | 49.80% | 49.87% | 49.88% | 49.67% | 49.84% |

How the deposited data were processed for this re-analysis (not part of the article)

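The data are mRNA sequencing of SiHa cells 48 h after transfection with GV230-BRCA1 (OV-BRCA1 group, 3 samples) or empty GV230 (NC group, 3 samples). Samples were assigned to groups and replicate numbers from their labels. The FPKM values were made and deposited by the authors, who removed reads with adapters, unknown nucleotides or low quality and then normalized read counts to FPKM. The paper's text does not name the aligner, the annotation, the quantification tool or the use of strand. Each sample has 1 file with 199167 transcripts of 58174 genes, and a table of the whole series holds the same values in its 6 columns. The patients' microarray dataset and the qPCR values were not analysed here.

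The design fixed before the data were examined assumed counts, for which the test would have been a quasi-likelihood model. The files hold FPKM and no counts, so the test named in the design for that case was used, limma's moderated test with trend and without robust estimation on log2(FPKM + 1). The authors tested counts with the DESeq package, which could not be repeated on FPKM. Transcript values were summed per gene. Gene names and positions came from GENCODE release 29, which held 198868 of the transcripts, and 338 genes kept their identifier as name. Genes entered the test with an FPKM of at least 0.5 in at least 3 samples (16321 genes), a filter chosen after the values had been seen because the planned filter needed counts. The criterion was a Benjamini-Hochberg adjusted p-value below 0.05 and an absolute log2 fold change above 1.

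The depth per sample was estimated, not read from the files. In 14216 genes with a single transcript of 600 to 5000 bases, the value that 1 fragment would have was found from the low FPKM values. The estimates were 13.64 to 16.09 M fragments in the OV-BRCA1 group and 15.58 to 19.12 M in the NC group, and they cover counting error only.

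The 13 gene lists were written from general knowledge before the data were examined and tested with camera (preset correlation 0.01), with camera with estimated correlation, with fry and with preranked GSEA. They cover the JAK/STAT and WNT pathways, interferon-stimulated genes, interferon ligands, HLA class I presentation, the PARP family, core histones, NF-kB, SREBP, p53 and ATF4 targets, and genes of G2/M and S phase. Of the lists not given at a conclusion or among the observations, the interferon ligand list had 2 tested genes, IFNL1 and IFNE, and a median log2 fold change of 1.00 (camera adjusted p = 0.137), which rests on IFNL1, listed at 0 in all NC samples. The p53 target list (23 tested) had a median of -0.34 (adjusted p = 0.205), the ATF4 target list (16 tested) 0.27 (adjusted p = 0.063) and the S phase list (35 tested) 0.01 (adjusted p = 0.837). Genes were named in the text by a rule fixed in advance. It took the genes the paper names for these samples or shows legibly in Figure 8 and Figure 9, the hub genes, GAPDH, the 5 largest rises and 5 largest falls among DEGs with a mean of at least 1 and separate groups, and up to 3 genes of each list with the smallest adjusted p-values. The rule's mean was set in CPM and was applied to FPKM. The small RNA genes RN7SK and RPPH1, the genes overlapping a named gene, IFNB1 and RN7SL1 were named after their values had been seen. A gene covered by the rule is not reported here.

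The alternatives run were a pseudocount of 0.1, no filter on low values, at least 10 estimated fragments in every sample, the replicate number as a block, each sample left out in turn, transcripts in place of genes, the adjusted p-value alone and the other list tests. For single genes under transcripts, the transcript with the highest mean FPKM was taken. A first run had taken the smallest p-value, which was changed because that choice selects by outcome. After the values had been seen, 3 alternatives were added, scaling by the median of ratios, scaling to the total of nuclear protein-coding genes and voom on estimated fragments. GC content and transcript length were removed from each sample with a loess fit of span 0.5 in a further check. The lists of RNAs without a poly(A) tail and of histone variant genes were written after the values had been seen.

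The test was checked on simulated data for 16308 genes, of which 200 were changed. It recovered 137 of them (68.5%), and 87.8% of the 139 with a mean FPKM of at least 2, and called 1 unchanged gene. Of 200 simulated lists without a change, camera gave 4 a p-value below 0.05. This rate does not test the preset correlation against the correlation between genes in the real samples. In the 9 other splits of the samples, 5 to 7 of the 13 lists passed with the preset correlation and 0 with the estimated correlation. Those splits are not free of the difference between the groups, so they give no false-positive rate either. The calculations used R 4.3.3 with limma 3.58.1 and fgsea 1.28.0 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.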

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

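The tests of GC content, transcript length and depth below were chosen before their results were seen, and those of scaling, shared reads, poly(A) tails and BRCA1 transcripts only after the result had been seen. Each pattern is a signal in genes or transcripts that the paper's text does not discuss for these samples. Its Table S1 does list genes of G2/M (such as CDCA3, UBE2C and TOP2A) and SREBP targets (such as SCD, SREBF1 and HMGCS1) as downregulated. The groups were prepared as OV-BRCA1 and NC samples, and no batch is named, so a difference in handling between the groups cannot be separated from the plasmid by this design.

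Genes of HLA class I presentation were higher in the OV-BRCA1 group. The median log2 fold change of the 13 genes was 1.00 (camera of limma, Benjamini-Hochberg adjusted p = 5.42e-07), 12 were higher and 6 were upregulated DEGs. HLA-B rose by 2.26, TAP1 by 2.19 and HLA-E by 1.45 on the log2 scale. TAP1 and TAP2 are also in the list of interferon-stimulated genes. Trends with GC content and transcript length do not account for it, since the median was 0.906 after their removal. The same holds for the smaller mitochondrial share of the OV-BRCA1 samples, as the median was 0.963 after scaling to nuclear protein-coding genes. Reads shared between HLA genes do not account for the members that are not HLA genes, whose median was 0.747 with 7 of 7 higher and 5 with an adjusted p-value below 0.05. Whether the rise follows from BRCA1, from the interferon response or from the preparation of the plasmid stays open.

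NF-kB target genes were also higher. The median over 23 genes was 0.97 (camera of limma, Benjamini-Hochberg adjusted p = 7.80e-11), with 19 higher and 11 upregulated DEGs, among them CXCL8 (log2 fold change 4.22), PTGS2 (2.90) and CXCL1 (2.88). The median was 0.932 with the trends of GC content and length removed and 0.953 after scaling to nuclear protein-coding genes, which argues against both as the whole cause. Interferon-stimulated and NF-kB target genes can respond to transfected DNA as such, although the NC samples also received plasmid DNA. The rise itself cannot be evidence for a response to the plasmid preparation over an effect of BRCA1, and both stay open without a control plasmid that carries another insert.

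Genes of G2/M were lower, with a median log2 fold change of -0.56 over 47 genes (camera of limma, Benjamini-Hochberg adjusted p = 1.41e-13). Of these, 44 were lower and 35 had an adjusted p-value below 0.05, all 35 lower, although 2 reached the fold change of the criterion. CDCA3 fell by 1.20, UBE2C by 0.89 and TOP2A by 0.83 on the log2 scale. The median was -0.604 with the trends of GC content and length removed and -0.595 after scaling to nuclear protein-coding genes, which argues against both. The depth could not be weighed this way, because all 47 genes had a mean of at least 100 estimated fragments and the restriction left the median at -0.557. A smaller share of dividing cells in the OV-BRCA1 group remains one hypothesis, and cell numbers were not analysed here.

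SREBP target genes were lower, with a median of -0.25 over 30 genes (camera of limma, Benjamini-Hochberg adjusted p = 1.20e-04), 25 of them lower and 3 downregulated DEGs. SCD fell by 1.09, SREBF1 by 1.03 and HMGCS1 by 0.80 on the log2 scale. The fall was not removed with the trends of GC content and length (-0.301) or by scaling to nuclear protein-coding genes (-0.288). With the correlation between genes estimated from the samples the list was no longer past the threshold (adjusted p = 0.118), so the fall of the list as a whole is less certain than that of the single genes. The SREBF1 log2 fold change was -0.99 under median-of-ratios scaling and -0.83 under voom, outside the criterion.

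RNAs without a poly(A) tail were higher in the OV-BRCA1 group. Of 21 such RNAs listed, 15 were tested, in 9 classes. All 15 were higher, 13 had an adjusted p-value below 0.05 (limma, Benjamini-Hochberg) and in 13 every OV-BRCA1 sample lay above every NC sample, where chance gives 10% in either direction. The median log2 fold change was 1.63, and 1.65 for the 14 that were not listed at 0 in all NC samples. RN7SL1 rose by 3.14, RN7SK by 3.02 and RPPH1 by 3.15. One candidate explanation is a difference in poly(A) selection between the libraries of the groups. The median of 1.63 is the pattern itself and no test of it, no value excludes a change in the cells, and the libraries of each group cannot be told apart from the plasmid it received. Short RNAs and copies that share sequence add to the uncertainty.

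The rise of BRCA1 lay on transcripts without the large exon of at least 3000 bases, with a difference in mean FPKM of 19.0 between the groups. The 5 transcripts with that exon differed by -0.792, less than the spread between samples, where a rise of the full coding sequence from the plasmid would need a positive difference of the size of the gene's own. This argues against full-length coding sequence as the source of the rise, as far as the division of reads over transcripts by the authors' unnamed tool can be relied on. What the plasmid holds is not stated in the paper's text, so an insert without the large exon and a change in the cell's own transcripts both stay open.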

How the results depend on the processing

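Each result was computed again under alternatives set before the data were examined and under 3 chosen after seeing the data, which were median-of-ratios scaling, scaling to nuclear protein-coding genes and voom on estimated fragments. The other scalings shifted the median log2 fold change of all genes from -0.04 to -0.01 and -0.07, and the share of upregulated DEGs from 72.5% to 77.5% and 68.9%.

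The number of DEGs, 651 (472 upregulated, 179 downregulated), rose to 1280 (764 and 516) with a pseudocount of 0.1, to 1359 (818 and 541) with voom on estimated fragments and to 5764 (2674 and 3090) with the adjusted p-value alone. The last of these removes the fold change from the criterion, and the pseudocount of 0.1 enlarges the fold changes of genes with low FPKM. For voom the cause was not tested. With transcripts in place of genes, 926 genes had a transcript past the criterion, and 384 of them had one downward. The number was 618 without the filter on low values, 493 with at least 10 estimated fragments in every sample (14157 genes tested), 648 with median-of-ratios scaling, 653 with scaling to nuclear protein-coding genes and from 646 to 701 across the 6 fits that each left out one replicate.

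CCND1 (log2 fold change 1.65 to 3.16) was past the criterion under every alternative run, as were the gene lists of interferon-stimulated genes, HLA class I, PARP family, NF-kB targets, G2/M, core histones and JAK/STAT past the threshold of the list test, each with its direction. The JAK/STAT median ranged from 0.06 to 0.21 and its adjusted p-value from 4.83e-07 to 0.0166 (camera, fry and preranked GSEA, Benjamini-Hochberg). BRCA1 ranged from 0.80 to 1.06 across the fits that each left out one replicate, and passed the criterion without NC replicate 1 (1.00) and without NC replicate 3 (1.06). The most abundant transcript of BRCA1 had a log2 fold change of 1.13 and that of STAT2 1.34, which passed the criterion where the genes did not. The cause was not tested.

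Changes of direction were all in results with an adjusted p-value above 0.05 under the alternative. Scaling to nuclear protein-coding genes gave a log2 fold change of -0.0075 for GAPDH and a median of -0.033 for the S phase list. With transcripts in place of genes, CDCA8 changed to 0.66 and DTL to -1.19, the WNT list to a median of -0.0263 and the S phase list to -0.0444. The S phase list median log2 fold change ranged from -0.0432 to 0.0281 across the fits that each left out one replicate, being -0.0432 without OV-BRCA1 replicate 2 and -0.0229 without NC replicate 2. The cause was not tested. Its members go both ways, so the sign of its median carries no call.

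Among the list tests, the WNT list (median 0.0449, adjusted p from 0.00363 to 0.585 over its alternatives), the interferon ligand list (1.00), the p53 target list (-0.34) and the ATF4 target list (0.27) passed the threshold under fry, which tests each list on its own and not against the other genes. The interferon ligand list also passed with transcripts in place of genes (1.00), and the ATF4 target list without the filter on low values (0.27) and with voom (0.33). The ATF4 target list passed as well with the trends of GC content and transcript length removed (0.27, camera adjusted p = 0.0353). Across the fits that each left out one replicate, the ATF4 median ranged from 0.14 to 0.32. It was 0.14 without OV-BRCA1 replicate 1, and the list passed without OV-BRCA1 replicate 3 (0.22) and without NC replicate 3 (0.32). The WNT median was 0.0803 without NC replicate 2. The SREBP target list (-0.25) failed the threshold with the estimated correlation. The cause was not tested.

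Among 61 other named genes, 23 results changed side of the criterion, 15 of them to pass it and 8 to fail it, in 8 distinct genes. They include the changes of WNT5A, WNT11, IL20, CRIP2, SAMD11 and SREBF1 that other paragraphs give.

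The replicate numbers do not pair the samples. The deviations of same-numbered samples from their group means had correlations of -0.0244, 0.025 and 0.0136 across genes. With the replicate number as a block, 646 DEGs were found (470 upregulated, 176 downregulated), and 95 in place of 96 of the genes the paper lists as downregulated were downregulated DEGs. Among the genes and lists tested under every alternative, none moved past or out of the criterion or the threshold of the list test. The adjusted p-value (limma, Benjamini-Hochberg) of the ZWINT log2 fold change went from 0.0475 to 0.0926 and that of the HMMR log2 fold change from 0.115 to 0.0357.

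Of the 10 splits of the 6 samples into groups of 3, 1 gave as many DEGs, the real one, and the other 9 gave 0 to 2. For the number of gene lists past the threshold it was also 1 of 10, but the difference was smaller, with 8 of the 13 lists in the real split and 5 to 7 in the others. Each of the other splits keeps 2 samples of a group together, so it is not free of the difference between the groups. With the estimated correlation the real split gave 7 lists and each of the others 0. With 10 splits this share cannot fall below 0.1.

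Several alternatives set in advance need counts and were not run, namely other count models, other size factors and the removal of BRCA1 counts before normalization, and library size alone is already the scaling of FPKM. The minimum of 10 counts was applied to estimated fragments. The estimated depth limits genes with low FPKM, and WNT6 in the OV-BRCA1 group rests on an estimated 11.7 to 13.6 fragments per sample.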

Differences from the paper's values

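The paper reports 1344 DEGs, 824 upregulated and 520 downregulated, and the FPKM values gave 651, 472 and 179. Of the alternatives set before the data were examined, a pseudocount of 0.1 (1280, 764 and 516) came closest to the paper's 3 numbers. Transcripts in place of genes (926, 568 and 384) came next but stayed well below them, and the others lay further away. Voom on estimated fragments, chosen after seeing the values, gave 1359, 818 and 541. These totals do not show that the same genes were called. Of the 514 tested genes that the paper lists as downregulated, 139 passed downward with a pseudocount of 0.1 and 134 with voom. With transcripts in place of genes, 258 had a transcript past the criterion downward, the largest overlap of all settings. A gene with several transcripts had more chances to pass there.

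The paper's text gives 15.79 Gb of clean data, whereas the bases in the paper's own Table S2 sum to 39.47 Gb. No alternative applies to this value.

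In the paper's qPCR, the ratio of OV-BRCA1 to NC for BRCA1 was about 550 in Fig. 5b, read by eye, against a ratio of 1.97 of mean FPKM here. For STAT2 the paper's ratio was about 0.57 and for CCND1 about 0.58, both in Fig. 9c, read by eye, against 1.92 and 6.63 of mean FPKM. None of the alternatives set before the data were examined that gave a ratio closed these gaps. The ratio of BRCA1 was 1.78 to 2.12 across the fits that each left out one replicate and 2.34 for its most abundant transcript. These are different assays, and the qPCR values were not analysed here.

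The paper counts STAT2 among the differentially expressed targets of BRCA1. Its log2 fold change was 0.93, below the fold change of the criterion, and only the most abundant transcript passed it, with 1.34. FZD9 (0.71), IL20 (0.95) and WNT11 (-0.85) are shown among the key DEGs in Figure 8 and did not pass the criterion. FZD9 passed under none of the settings run. IL20 passed with a pseudocount of 0.1 (1.20), without OV-BRCA1 replicate 1 (1.01), without NC replicate 2 (1.06) and with voom (1.22), and WNT11 with a pseudocount of 0.1 (-1.13), without OV-BRCA1 replicate 3 (-1.04) and with voom (-1.39), where voom was chosen after seeing the values. The adjusted p-value (limma, Benjamini-Hochberg) of the WNT11 log2 fold change was 0.0176, and was above 0.05 without the filter on low values (0.0510), without NC replicate 2 (0.0545), without NC replicate 3 (0.0514) and for its most abundant transcript (0.0578).

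The paper describes the key DEGs of both pathways as rising together with BRCA1. WNT6 (log2 fold change -1.21) and WNT11 (-0.85) were lower in the OV-BRCA1 group, and the paper's own Table S1 lists both among its downregulated DEGs. The paper reports the WNT pathway as enriched in the OV-BRCA1 group, and the WNT list used here had a median of 0.04 and was not past the threshold (camera of limma, Benjamini-Hochberg adjusted p = 0.198), while fry passed it (0.00363). The paper's GSEA used another threshold, a nominal p-value below 0.05 with a wider limit on the FDR. The unadjusted p-value of the WNT list was 0.167 in camera and 0.54 in preranked GSEA, both above that nominal limit.

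Of the 514 tested genes that the paper lists as downregulated, 45 were higher in the OV-BRCA1 group. The paper's text names the response to virus as the first term, and the paper's Table 3 places the defense response to virus above it.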

Other observations

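The tests on the histone genes and the response to the plasmid were chosen only after the patterns had been seen.

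In the paper's Table 1 the primer pair of BRCA1 is identical to that of GAPDH. Compared with GENCODE release 29 transcripts, this pair matched 0 transcripts of BRCA1 and 3 of GAPDH, with a product of 92 bases. The pairs of STAT2 and CCND1 matched 5 and 4 transcripts of their genes and none of another gene.

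Core histone genes rose, and 2 explanations were weighed. The 52 genes of the replication-dependent clusters had a median log2 fold change of 0.88, with 49 higher and 43 significantly so (limma, Benjamini-Hochberg), whereas the 8 histone variant genes, whose mRNA has a poly(A) tail, had a median of -0.335, with 1 higher. This difference is consistent with a difference in poly(A) selection between the libraries of the groups. A larger share of cells in S phase was not settled, since the S phase list had a median of 0.00546 with 18 genes higher and 17 lower. A change in histone transcription or mRNA processing in the cells also stays open.

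The interferon-stimulated genes rose with the NF-kB targets (median 0.969) and with IFNL1, which was listed at 0 in all NC samples. Both groups received plasmid DNA, the NC group as the empty vector. A response to the GV230-BRCA1 preparation and a response to BRCA1 cannot be told apart here, since both come with the same group.

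The mitochondrial share of FPKM was 14.84% to 17.25% in the OV-BRCA1 samples and 21.0% to 23.2% in the NC samples, without overlap. FPKM divides by the total, so this difference raises all other genes slightly in the OV-BRCA1 group, and scaling to nuclear protein-coding genes moved the median of all genes by less than 0.1.

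Across genes, which are not independent replicates, the log2 fold change had a Spearman rho of -0.232 with GC content and 0.137 with log2 transcript length. After these trends were removed from each sample, 626 DEGs were found, 489 upregulated and 137 downregulated.

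Among the 10 hub genes that the paper selected from the patients' dataset, 4 were higher and 6 lower in OV-BRCA1 SiHa cells, 7 had an adjusted p-value below 0.05 (limma, Benjamini-Hochberg; 3 higher, BRCA1 included, and 4 lower) and none was a DEG. CENPF fell by 0.83 and DTL rose by 0.69 on the log2 scale.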
